A study of Mus musculus with 4 samples. Its data were reported in "Dedifferentiation-driven oncogenic stemness promotes tumor-sustaining adaptability in the intestinal epithelium" (2026).

How the data were processed

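Single-cell RNA-seq was carried out on epithelial cells of the mouse duodenum. The labels give 1 gene expression library each to villus and crypt, both with a wild-type genotype, and 1 hashtag library beside each of them. A hashtag is an antibody that carries a DNA barcode and marks the cells of a sample. According to the study's methods, epithelium was freed with EDTA, villi were held back on a filter, crypts were taken from the flow-through, and both were digested to single cells with dispase. Dead cells were removed. Crypt cells that carried a red fluorescent protein (RFP, a genetic mark of proliferating cells) or the surface protein CD44 were sorted, and the control joined such crypt cells to as many villus cells. The series description gives the wild-type villus cells as unlabeled. The sort can set the share of any cell class. Libraries were prepared with the 10x Genomics 3-prime chemistry and sequenced on an Illumina NovaSeq. The authors assigned barcodes and aligned reads with Cell Ranger to mm10; the annotation release is not given in the sources used here.

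The deposited values are raw counts of unique molecular identifiers (UMIs) per gene and barcode, not normalized, with 32285 gene rows and 2 hashtag rows in each matrix. The smallest total of any barcode was 500 UMIs in either library. The matrices are filtered lists of barcodes, and the filter on cells that the study then applied is not given in the sources used here. The 3-prime reads count the ends of transcripts. They cannot show whether exon 3 of Ctnnb1, the exon floxed in the mutant line of the study, is present, and which part of Smad4 that line loses is not given in the sources used here.

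Groups came from the labels alone. As markers went against the labels, groups are named "the library labeled villus" and "the library labeled crypt" throughout. Barcodes with at least 500 genes and at most 20% mitochondrial UMIs were kept. Doublets were called with Scrublet in Scanpy 1.11.5 within each library. It marked 3 of 11415 cells (0.0263%), below the 0.5% taken as the least a working caller would mark, so doublets were in effect not removed. Counts were scaled to 10000 per cell and log-transformed for clustering only. The 2000 most variable genes, 30 principal components, 15 neighbors found by exact search and Leiden clustering at resolution 1 gave the clusters, with both libraries clustered together. A cluster was called by a cell type name followed by "-like" when at least 3 markers of that type were among its 30 leading genes by fold over other cells. Leading genes needed 50 CPM or more, with 5 CPM added to each side of the fold. The next best type had to have fewer than 0.5 times as many markers, and no other type could have more among the 10 leading genes. A cluster with a median depth under that of its library divided by 3 and no marker among its 10 leading genes stayed unnamed. The marker lists were fixed before the data were examined. The naming rule was written after the data were seen, on a first clustering with approximate neighbors that exact search then replaced.

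UMIs were summed over all cells used, or over the cells of a class, and divided by the total and scaled to 1000000 (CPM). Ratios of CPM carry the exact conditional 95% interval for a ratio of 2 Poisson counts. Shares of cells carry exact Clopper-Pearson 95% intervals. A ratio against 0 UMIs was computed against a floor of 3 UMIs over the class and is given as a lower bound. Gene lists are described by the median log2 ratio of members with at least 20 CPM in either group, a 95% interval from 2000 bootstrap draws over genes, and the percentile of the median among 10000 random lists matched on mean expression in 20 bins. To compare shares of cells with a UMI, each cell was thinned to 3000 UMIs and shallower cells were left out. The study ranked genes between clusters with a Wilcoxon test over cells. That test treats cells as replicates and was not used. With 1 library per group there is no replicate, so no p-value, standard error or count of changed genes is given.

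The comparisons fixed before the data were examined were villus against crypt in whole libraries, class shares, detection of the stem score genes, enterocyte-like cells between libraries, programs across classes within a library with at least 100 cells, and secretory lineages. Cluster 14, which was led by immune genes, was left out of the comparisons within a library. Comparisons of goblet-like, tuft-like, stem-like and cycling-like cells between the libraries were added after seeing the data, and no other scaling was run for them. Named genes follow a rule fixed in advance: up to 4 members of each list, chosen by the highest CPM where the list was higher, a set of genes the study singled out, and for each comparison the 10 genes highest in each direction by the interval bound nearest to 1. The last part required 50 CPM in the higher library and left out mitochondrial, ribosomal protein and unnamed genes. Some genes that the rule names are not reported here. Marker lists covered stem, cycling, enterocyte, goblet, Paneth, enteroendocrine and tuft cells, and other cell types that the samples could hold, namely T cells, B or plasma cells, myeloid, stromal, erythroid and pancreatic acinar cells. Program lists covered S phase, mitosis, Myc and ribosome biogenesis, Wnt targets, the Notch, BMP and TGF-beta, and Hedgehog pathways, mTORC1-linked genes, glutamine metabolism, antioxidant genes, oxidative phosphorylation, hypoxia and glycolysis, absorption of lipids, carbohydrates, peptides and iron, villus tip and villus bottom genes, MHC class II, interferon response, dissociation stress, regenerative or fetal-like genes, reserve stem genes, pluripotency factors and intestinal identity factors. Gene coordinates are those of GRCm38 (mm10).

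The alternatives were other scalings (TMM factors from edgeR 4.0.16 in R 4.3.3, and totals without mitochondrial and the 20 most abundant genes), all barcodes, no minimum CPM, the mean of each cell's own CPM, other limits on mitochondrial UMIs and genes, doublets kept or the 6% of cells with the highest doublet scores removed, resolution 2, 4000 variable genes, each library clustered alone, and other thinning depths. The removal by doublet score, the pooling of goblet-like with Paneth-like cells and list medians without the 10 leading genes of a class's clusters were chosen after seeing the data. Python 3.11.15 was used with anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9, with random seed 0. The steps were tested on simulated data drawn from the whole-library totals over 32285 genes. For sets of 50 genes changed 2-fold, 4-fold, 0.5-fold and 0.25-fold, the median recovered ratios were 2.00, 4.01, 0.502 and 0.251, and 98%, 92%, 92% and 98% of the intervals held the true ratio. Of 5222 unchanged genes, 94.8% of the intervals did. These counts were drawn from the Poisson model that the intervals assume, so they check the calculation and not the model. A list raised 2-fold had a median log2 ratio of 0.99 and lay at the 100th percentile. Of 200 unchanged lists, 5% fell outside the middle 95% of random lists. The right name was given to 100% of 600 simulated cells. Those cells had all goblet, tuft or enterocyte markers raised and no library difference. The naming of other classes and of clusters held by 1 library was not tested. The hashtag counts inside the 2 matrices enter no comparison, and the hashtag samples were not analysed here on their own.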

Results

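Epithelial cells of the mouse duodenum were profiled by droplet single-cell RNA-seq, with 1 library labeled villus and 1 labeled crypt, both labeled wild type. The study set these libraries as controls for cells in which Smad4, the shared mediator of BMP and TGF-beta signals, is lost and beta-catenin, the effector of Wnt signaling, is stabilized. The library labeled villus held 8567 barcodes and 76688571 UMIs, with a median of 7945 UMIs per barcode. The library labeled crypt held 11365 barcodes and 57967933 UMIs, with a median of 2044. Mitochondrial genes made up a median of 3.21% and 28.4% of UMIs, and 8.04% and 61.3% of barcodes lay above the limit of 20%. After filtering, 7509 cells labeled villus (median 8889 UMIs) and 3903 labeled crypt (median 11432 UMIs) were used, 11412 of 19932 barcodes. There are no replicates. Intervals of ratios and shares cover counting error only, and those of list medians cover the spread among genes.

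The first comparison asked how villus and crypt epithelium differ across the whole libraries. The markers went against both labels. Enterocyte genes, the hallmark of the villus, were far lower in the library labeled villus than in that labeled crypt. Fabp1, the liver-type fatty acid binding protein of absorptive cells, stood at 43.7 against 4899 CPM, 112-fold lower (95% interval 108 to 116). Sis, the brush border sucrase-isomaltase, was 303-fold lower (251 to 369), and Lct, the gene of lactase, 911-fold lower (390 to 2808) on 5 against 2629 UMIs. Apoa4 (chromosome 9, 46240844 to 46243458), an apolipoprotein of chylomicrons, was 54.0-fold lower and Krt20, a keratin of mature cells that the study stained, 23.4-fold lower. Of 29 measured enterocyte markers, 28 were lower in the library labeled villus, with a median log2 ratio of -5.00 (-6.20 to -3.98), at percentile 0 of the matched random lists.

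The absorptive programs followed the same direction. All 15 measured lipid absorption genes were lower in the library labeled villus (median log2 ratio -3.98), among them Fabp2 (27.3 against 2638 CPM) and Apoa1, a further apolipoprotein (32.4 against 1256 CPM). So were all 11 carbohydrate genes (-3.41), with the glucose transporter Slc2a2 at 0.159 against 56.8 CPM, and all 12 peptide and amino acid genes (-4.86), with the peptidase Enpep 199-fold lower (133 to 311). The antimicrobial list of the lower villus had 10 of 11 members lower (-1.97), including Pigr, the carrier of secreted antibodies (667 against 2612 CPM), but Reg3g, a bactericidal lectin, was higher (2817 against 2079 CPM). Of 8 measured villus tip genes, 7 were lower (-0.85). Of 5 measured iron genes, 4 were lower, with a median of -0.38 whose interval spanned 0 (-1.86 to 0.77). Ferritin heavy chain Fth1 stood at 2845 against 6939 CPM, and ferritin light chain Ftl1, the 1 that was higher, at 1906 against 1118 CPM. Gsdmc4, Car4, Cyp3a11, Pla2g4c and Apoc3 were also among the 10 genes lowest in the library labeled villus, Gsdmc4 on 1 UMI against 4226 (7321-fold, with a lower bound of 1313).

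Genes of the crypt base were instead higher in the library labeled villus than in that labeled crypt. Paneth cells are the antimicrobial secretory cells beside the stem cells. Of 14 measured Paneth markers, 12 were higher in the library labeled villus (median log2 ratio 2.85, 1.60 to 4.79). Lysozyme (Lyz1, chromosome 10, 117287795 to 117292868) reached 1195 against 43.2 CPM, 27.6-fold higher (26.4 to 28.9), the matrix protease Mmp7, which activates defensins, 1022 against 14.2 CPM, and the defensin Defa24 5578 against 766 CPM. Defensin genes are near copies of each other, so single members are uncertain. Mmp7 was not confined to Paneth-like cells. It stood at 559 against 1.63 CPM in stem-like and 196 against 0.775 CPM in cycling-like cells, whereas Defa24 in stem-like cells stood at 115 against 97.1 CPM. Of 17 stem markers, 15 were higher (median 0.97, 0.46 to 1.39), at percentile 100 of the random lists. Lgr5, the receptor that marks crypt base stem cells (chromosome 10, 115450314 to 115587780), stood at 69.9 against 24.0 CPM, 2.90-fold higher (2.72 to 3.11), and Gkn3 (chromosome 6, 87383319 to 87388935) at 472 against 32.3 CPM, 14.6-fold higher (13.8 to 15.4). Cd44 (chromosome 2, 102811141 to 102901669) was 1.81-fold higher (1.71 to 1.92) and Prom1 1.96-fold higher. Olfm4, a secreted stem cell marker (chromosome 14, 80000302 to 80023141), went the other way, at 553 against 1165 CPM.

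Signaling programs also differed between the libraries. All 14 measured Wnt targets were higher in the library labeled villus (median log2 ratio 1.13, 0.92 to 1.56), with Axin2, a feedback inhibitor of the pathway, at 108 against 53.8 CPM, Sox9 at 115 against 63.0 CPM, and Nkd1, a second feedback inhibitor, 89.0-fold higher (62.3 to 132). Of 10 genes of the BMP and TGF-beta pathway, 9 were lower (-0.59, -1.03 to -0.08). They included the BMP targets Id1 (98.9 against 171 CPM) and Id3 (53.5 against 134 CPM) and the signal transducer Smad1 (45.1 against 69.9 CPM). Smad4 itself (chromosome 18, 73634790 to 73703791) stood at 28.0 against 114 CPM, 4.09-fold lower (3.88 to 4.30), although both libraries are labeled wild type. Ctnnb1, the gene of beta-catenin (chromosome 9, 120933400 to 120960507), was 1.25-fold higher (1.21 to 1.29). Notch genes were split 3 to 3 (0.03, -0.19 to 0.90), with Hes1 at 112 against 104 CPM, Notch1 at 23.2 against 21.3 CPM and Hes6 at 181 against 57.0 CPM.

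Growth and metabolic lists went in both directions. Of 24 genes of Myc and ribosome biogenesis, 21 were higher in the library labeled villus (median log2 ratio 0.46), including the nucleolar protein Npm1 (1710 against 1149 CPM). S-phase genes had a median of 0.26 (16 of 21 higher), mitotic genes -0.07 (10 higher and 11 lower, -0.33 to 0.10), and all cycling markers 0.13 (14 of 22 higher, -0.07 to 0.27). The median of the mTORC1-linked list was 0.22, with an interval that spanned 0 (-0.14 to 0.65) and 13 of 18 members higher, Phgdh of serine synthesis among them at 127 against 39.0 CPM. Oxidative phosphorylation genes were lower in 23 of 24 cases (-0.72), among them the cytochrome oxidase subunit Cox4i1 (2118 against 2883 CPM). Antioxidant and mitochondrial quality control genes were lower in 16 of 20 cases (-0.65), with the glutathione peroxidase Gpx1 at 508 against 1054 CPM but Gpx2 at 3089 against 1478 CPM. Glutamine genes had a median of -0.38 (8 of 12 lower, -1.11 to 0.50) and hypoxia and glycolysis genes 0.21 (8 of 11 higher, -0.06 to 0.51), and both intervals spanned 0. Of the metabolic genes that the study examined, Prdx3 was 1.61-fold lower and Pink1 1.32-fold lower, whereas Prdx6 was 1.34-fold higher and Tomm20 stood at 339 against 315 CPM.

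Genes of MHC class II, which present antigens to T cells, were higher in the library labeled villus. This held for all 7 measured members (median log2 ratio 1.47, 1.35 to 1.58), with the invariant chain Cd74 at 2234 against 850 CPM and H2-Eb1 3.81-fold higher (3.72 to 3.90). Of 7 interferon response genes, 5 were higher, with a median of 1.36 whose interval reached below 0 (-0.01 to 1.42). The regenerative or fetal-like list had 4 measured members and a median of 5.27 whose interval spanned 0 (-2.05 to 9.83). Clu, a marker of revival stem cells, was 911-fold higher (577 to 1538), Ly6a (Sca-1) 68.6-fold and Anxa3 21.6-fold higher, and Areg, a growth factor of the EGF family, 4.15-fold lower. Ifitm1, Wfdc18, Cxcl9 and Xist were also among the 10 highest genes. Intestinal identity factors were lower in 8 of 10 cases (-0.76), including Hnf4a (94.9 against 155 CPM), with Cdx2 at 89.0 against 108 CPM. Dissociation stress genes had a median of 0.28 (-0.09 to 0.43), with 9 of 13 higher.

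Markers of other lineages were mixed or scarce. Goblet cells secrete mucus, and 8 of 13 goblet markers were higher in the library labeled villus (median log2 ratio 0.63, -0.85 to 1.28), with Spink4 at 3231 against 561 CPM but Tff3 at 463 against 831 CPM. Of 7 tuft cell markers 5 were lower (-1.52, -1.88 to 0.65), and the 4 measured enteroendocrine markers were split 2 to 2 (-0.33, -2.14 to 3.57). No T cell, B or plasma cell, myeloid, stromal or erythroid marker reached 20 CPM over all cells of either library, and of the pancreatic acinar markers Clps alone did (221 against 31.6 CPM). Too few members were measured to describe the Hedgehog list (1), the reserve stem list (2) and the pluripotency list (2, Klf4 and Klf5). Clca4a, a gene the study followed, stood at 0.119 against 2.54 CPM. The median over all 6081 measured genes was -0.12, and TMM scaling shifted it by 0.15 and the use of all barcodes by 0.13.

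**Figure D1:**
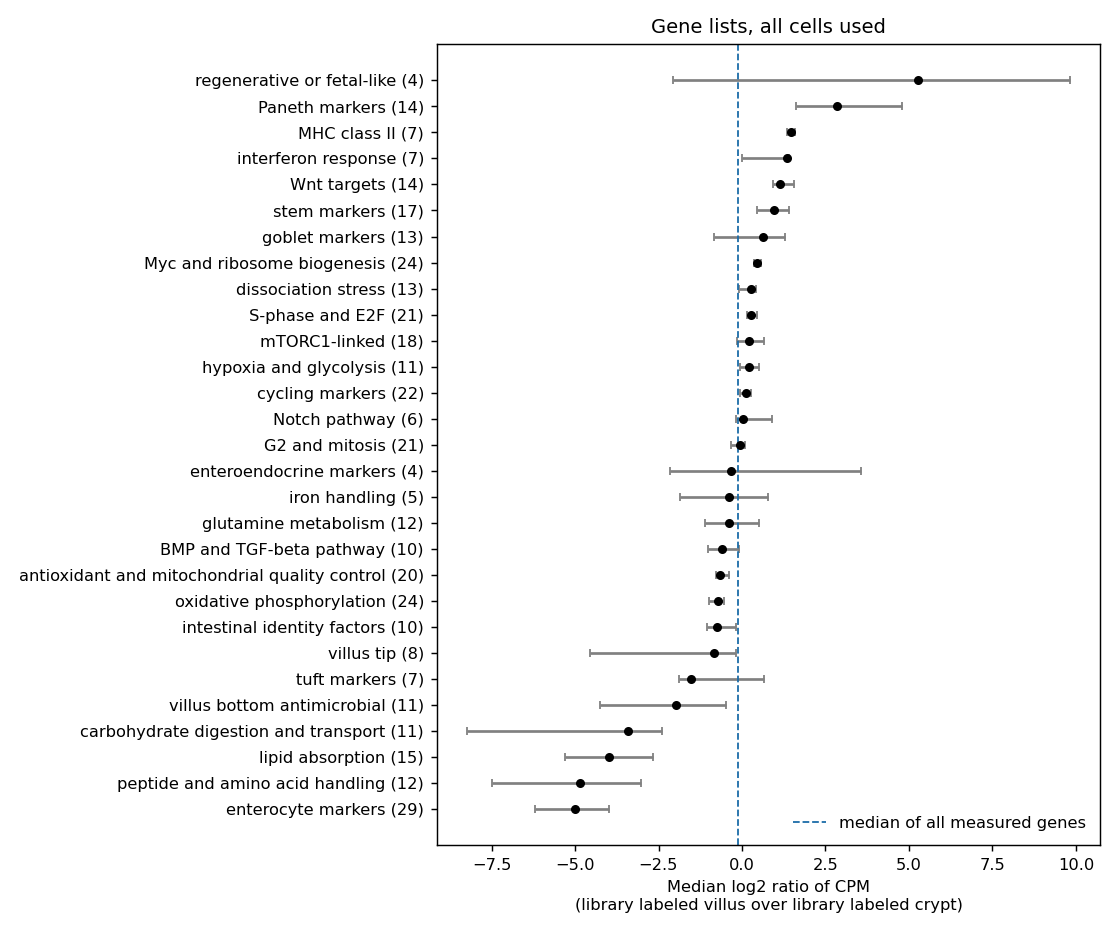
Median log2 ratio of CPM, library labeled villus over library labeled crypt, for each gene list over all cells used, with 1 library per group. Bars are 95% bootstrap intervals over the measured genes (number in brackets) and the dashed line is the median of all measured genes; enterocyte markers lie at -5.00 and Paneth markers at 2.85.

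Cell classes were compared to ask which cells each library held. Enterocyte-like cells made up 2.14% of the library labeled villus (161 cells, 1.83% to 2.498%) and 21.5% of that labeled crypt (838 cells, 20.2% to 22.8%). Paneth-like cells made up 3.29% (247 cells, 2.90% to 3.72%) and 0.154% (6 cells, 0.0564% to 0.334%). Stem-like cells stood at 14.4% (13.6% to 15.2%) and 19.6% (18.4% to 20.9%), and cycling-like cells at 14.5% (13.7% to 15.3%) and 18.2% (17.0% to 19.5%). Goblet-like cells stood at 6.30% (5.76% to 6.87%) and 3.10% (2.58% to 3.69%), enteroendocrine-like cells at 1.33% (1.08% to 1.62%) and 0.359% (0.196% to 0.601%), and tuft-like cells at 3.36% (2.96% to 3.79%) and 3.97% (3.38% to 4.63%). Over 9 settings, enterocyte-like cells ranged from 0.107% to 3.57% and from 14.5% to 33.6%, Paneth-like cells from 2.21% to 10.6% and from 0.108% to 0.794%, and stem-like cells from 11.9% to 32.3% and from 15.8% to 32.1%. The ranges were 13.1% to 30.6% and 15.04% to 22.5% for cycling-like cells, 0.0666% to 7.96% and 0.355% to 3.51% for goblet-like cells, 0% to 1.39% and 0% to 1.87% for enteroendocrine-like cells, and 2.73% to 3.65% and 2.75% to 4.27% for tuft-like cells. The order of the libraries turned between settings for each class except enterocyte-like and Paneth-like cells. No order is read from these shares, as genes that define the clusters differ between the libraries and the sort of RFP-labeled or CD44-labeled crypt cells can set every share.

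Most of the 21 clusters belonged to 1 library, and such a cluster may be that library and not a cell type. Stem-like cells were mostly cluster 2 in the library labeled villus, which held 1066 of the 1068 cells of that cluster, and mostly cluster 16 in that labeled crypt, which held 764 of 780. Cycling-like cells were mostly cluster 4 against cluster 10, and enterocyte-like cells mostly cluster 13 against clusters 17 and 19. Goblet-like (cluster 7) and tuft-like (cluster 1) cells of both libraries shared 1 cluster each. Unnamed clusters held 54.7% of cells labeled villus and 33.1% of cells labeled crypt. Cluster 11 (765 cells, none labeled crypt) was led by Tff1, Anxa1 and Anxa3, cluster 12 (923 cells, none labeled crypt) by Vim, Ifitm1 and Ptn, and cluster 15 (7 and 718 cells) by Gsdmc4, Gsdmc2 and Pla2g4c. Cluster 14 (15 cells labeled villus and 2 labeled crypt) was led by Ccl5, Apoe and Cd52 and had 8 myeloid and 4 T cell markers among its 30 leading genes.

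Lgr5, Gkn3 and Cd44, the genes of the stem score used by the study, were detected in more cells of the library labeled villus. After each cell was thinned to 3000 UMIs, Lgr5 was found in 20.8% of cells labeled villus (19.8% to 21.8%, 43.6% without thinning) and 6.06% of cells labeled crypt (5.26% to 6.95%, 12.3% without thinning). Gkn3 was found in 50.6% (66.0% without thinning) and 7.86% (16.6%), and Cd44 in 15.9% (38.2%) and 8.97% (23.4%). The same sort can change the size of these shares. As described, it took labeled cells from crypts and would raise these genes in the library labeled crypt. If the labels hold, it would not give the order seen here. Thinning left out 935 of 7509 and 737 of 3903 cells. Enterocyte-like cells, which in mature form lack these genes, had median depths of 6766 and 7564.5 UMIs. There a Lgr5 UMI was found in 3.08% of 130 cells labeled villus (8.07% without thinning) and 0 of 546 labeled crypt, which allows up to 0.673% of cells with a UMI at that depth (0.477% without thinning). Gkn3 was found in 10.8% (24.8%) and 0.183% (1.19%), and Cd44 in 10.0% (23.0%) and 0.549% (2.51%). The enterocyte-like cells labeled villus also carried other stem and cycling genes, so these shares can hold expression as well as free RNA, and the background of that library is not established. CD44 was itself part of the sort.

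Within classes, Lgr5 was found in 27.7% of stem-like cells labeled villus (56.4% without thinning) and 17.7% labeled crypt (39.8%). It was also found in 16.6% of goblet-like cells labeled villus (13.3% to 20.4%, 37.8% without thinning), against 0 of 99 labeled crypt, which allows up to 3.66% of cells with a UMI at that depth (0.826% without thinning), and in 18.1% and 3.45% of tuft-like cells (30.6% and 6.45% without thinning). In the library labeled villus the share was also 16.8% in cycling-like, 16.3% in enteroendocrine-like and 18.3% in Paneth-like cells. Free RNA that spreads evenly gives unlike classes a like share, but that of enterocyte-like cells was lower (0.845% to 7.69%). Its upper bound lay below the lower bounds in goblet-like (13.3%) and tuft-like cells (12.4%). This argues against evenly spread free RNA as the whole source of Lgr5 in goblet-like and tuft-like cells, but it can still be a part. Cd44 in stem-like cells went the other way, at 14.5% and 19.9% (35.7% and 48.3% without thinning), as did its level of 54.5 against 67.0 CPM. Gkn3 is among the genes that define cluster 2, so its share in stem-like cells (74.8% and 22.4%) is no finding.

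**Figure D2:**
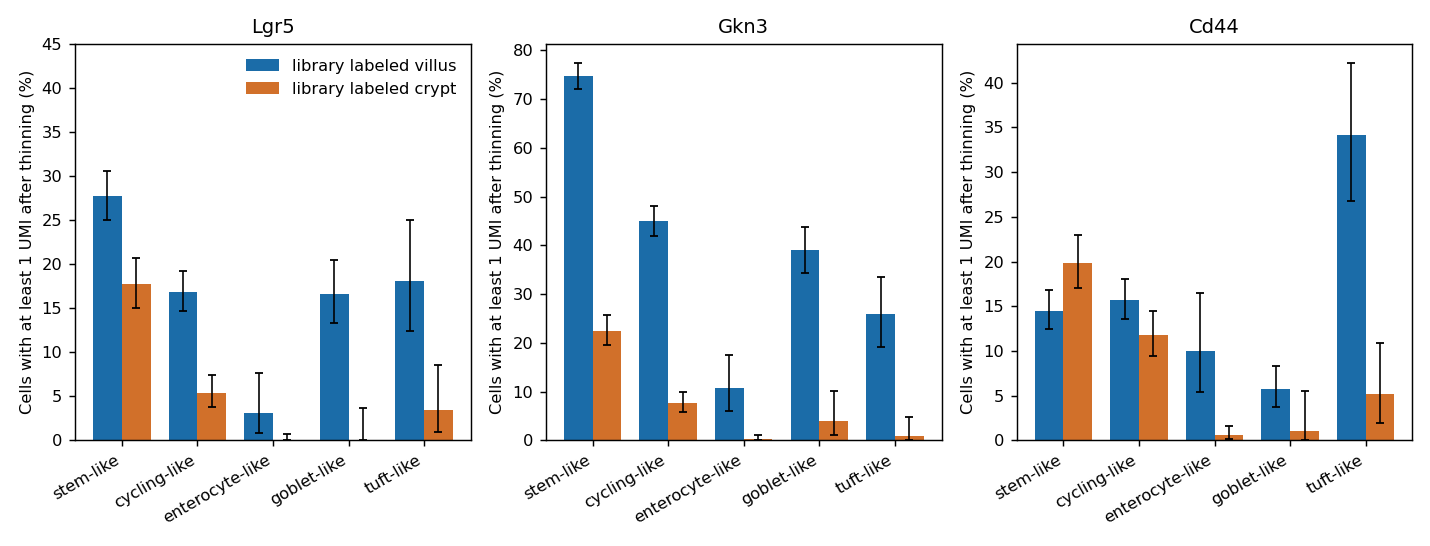
Percent of cells with at least 1 UMI of Lgr5, Gkn3 or Cd44 after thinning to 3000 UMIs, by class and library (bars, 1 library each) with exact 95% binomial intervals. Lgr5 was found in 27.7% and 17.7% of stem-like cells, and in 16.6% and 0% of goblet-like cells.

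Enterocyte-like cells were then compared between the libraries, to ask how absorptive cells of the compartments differ. They lay mostly in cluster 13 in the library labeled villus (161 cells, 1501754 UMIs) and mostly in clusters 17 and 19 in that labeled crypt (838 cells, 7617740 UMIs). Cluster 13 was named from 4 enterocyte markers among its 30 leading genes, with Reg3b alone among the first 10. Clusters 17 and 19 had 9 and 15 such markers. The cells of cluster 13 are therefore not established as absorptive cells. The class labeled villus depends on the clustering: from 2.14% of the library it went to 0.280% with doublets kept, 0.282% without the 6% of cells with the highest doublet scores, 0.115% with at most 10% mitochondrial UMIs and 0.107% at resolution 2. Cells labeled villus had less of the absorptive program: 28 of 30 enterocyte markers were lower (median log2 ratio -3.24, -4.36 to -2.38), as were all 17 lipid (-2.68), all 12 carbohydrate (-3.74) and all 15 peptide genes (-4.34). Fabp1 stood at 1567 against 23260 CPM, Fabp2 at 233 against 12926 CPM (55.5-fold lower, 49.9 to 61.8), and lactase was at least 164-fold lower on 0 against 2490 UMIs. Several of these genes define the clusters. Over the members that lead none of them, 19 of 20 enterocyte markers (-3.03) and all 12 lipid genes (-1.85) were lower. The exceptions were the antimicrobial lectins Reg3g, 2.22-fold higher (2.18 to 2.26), and Reg3b, which helps to define cluster 13. With TMM scaling the log2 ratio moved from 1.15 to 0.75 for Reg3g and from 0.47 to 0.07 for Reg3b.

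Genes of growing crypt cells were higher in the enterocyte-like cells labeled villus. All 22 Myc and ribosome biogenesis genes were higher (median log2 ratio 2.64, 2.15 to 3.03; Npm1 882 against 145 CPM), as were 15 of 16 S-phase genes (2.52), all 15 mitotic genes (2.38), all 19 cycling markers (2.38), all 12 stem markers (3.38) and 8 of 9 Wnt targets (3.51; Ccnd1 128 against 8.93 CPM). Clu (at least 306-fold) and Wfdc18 (at least 199-fold) had 0 UMIs in cells labeled crypt, and Ly6a, S100a6 and Lcn2 were also among the 10 highest genes. The iron list was not one-sided (0.42, -1.65 to 2.22), although the duodenal iron reductase Cybrd1 (72.6 against 0.525 CPM) and the iron importer Slc11a2 (200 against 44.4 CPM), which define cluster 13, were higher. Over the 4 iron genes that lead no cluster of the class the median was -0.81 (-1.68 to 2.22). Oxidative phosphorylation genes were lower in 21 of 24 cases (-0.53), and Krt20 stood at 260 against 988 CPM. TMM scaling moved the median of all 6047 genes by -0.47, which leaves the sign of each list median named with a direction here. Doublets were in effect not removed. When the 6% of cells with the highest doublet scores were taken out of these classes, a choice made after seeing the data, the medians were 3.24 for cycling markers and 4.199 for Wnt targets.

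Programs were next set against the other cells of the same library, to ask what marks each class. Cycling-like cells led in both libraries for S-phase genes (median log2 ratio 0.95 labeled villus, 1.43 labeled crypt) and mitotic genes (1.55 and 2.49), with the markers of the class left out. Stem-like cells had few mitotic transcripts in both (21 of 21 and 20 of 21 genes lower). In the library labeled crypt they had more S-phase (0.38, 18 of 21 genes), Myc (0.67, 22 of 24) and Wnt target transcripts (0.91, 5 of 5) than other cells. In the library labeled villus they did not (-0.43, -0.15 and 0.12), and their mTORC1-linked median was -0.43 (16 of 19 lower). The other cells differ between the libraries, with enterocyte-like cells at 2.14% labeled villus and 21.5% labeled crypt, and this can set the contrast. Compared directly, labeled villus over labeled crypt, stem-like cells had medians of -0.48 for S-phase, -0.21 (-0.31 to 0.04) for Myc and 0.54 for Wnt targets, stem markers included. Enterocyte-like cells of the library labeled crypt were high in lipid (3.61), peptide (3.28) and interferon genes (3.19, 8 of 8) and low in Myc genes (-3.08). Those of the library labeled villus were high in lipid (1.98) and hypoxia and glycolysis genes (0.68, 14 of 14), and in the 4 iron genes that do not lead the cluster (0.59).

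Secretory lineages were compared through the goblet-like and tuft-like cells, which shared a cluster across the libraries. The goblet-like class depends on the clustering, and with 4000 variable genes it held 0.0666% of cells labeled villus, with Paneth-like cells at 10.6%. Goblet-like cells (473 labeled villus, 121 labeled crypt) labeled villus had less of the mature goblet program, with 13 of 15 goblet markers lower (median log2 ratio -1.09, -2.43 to -0.53). Of the 8 goblet markers that do not lead the cluster, 7 were lower (-0.87, -1.09 to -0.41). Among those that lead it, the trefoil peptide Tff3 stood at 4072 against 24379 CPM, and Zg16, Clca1 and Fcgbp were 56.2-fold, 193-fold and 15.2-fold lower. They had more of the Paneth program (8 of 9 higher, 2.54), with Lyz1 at 3948 against 184 CPM (21.4-fold, 18.8 to 24.4) and Mmp7 at 3560 against 165 CPM. All 12 Wnt targets (1.72, 1.02 to 2.92), 15 of 16 stem markers (1.18) and all 7 MHC class II genes (3.11, 2.85 to 3.17) were higher. Lgr5 stood at 51.0 against 0.769 CPM on 1 UMI labeled crypt (66.3-fold, 11.8 to 2627), and free RNA is not excluded as a part of it. The hypoxia and glycolysis list was higher in 11 of 12 members (Gapdh 1487 against 501 CPM), and Id1 and Id3 were 2.64-fold and 4.37-fold lower.

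Tuft-like cells, the chemosensory cells (252 labeled villus, 155 labeled crypt), had less of the tuft program in the library labeled villus. Of 18 tuft markers, 16 were lower (median log2 ratio -1.08, -2.05 to -0.80), as were 9 of the 11 that do not lead the cluster (-1.02, -3.20 to -0.13). Sh2d6 (495 against 1920 CPM) and Lrmp (459 against 1653 CPM) are among those that lead it. Wnt targets were higher in 13 of 14 cases (1.99, 1.76 to 2.80), among them Nkd1 on 270 against 3 UMIs (53.4-fold, 18.1 to 261), Cd44 3.96-fold and Ephb2 3.52-fold. Stem markers (1.76, 14 of 17), Paneth markers (4.02, 7 of 8), MHC class II genes (2.40, 7 of 7) and dissociation stress genes (1.13, 12 of 13; Fos 472 against 63.1 CPM) were higher. Enterocyte markers were lower in 18 of 20 cases (-3.12), with Fabp1 at 281 against 28329 CPM. Of 11 interferon genes 8 were lower, among them Isg15 (35.3 against 199 CPM), with a median of -0.98 whose interval spanned 0 (-1.45 to 2.13). In the library labeled villus a Defa24 UMI was found in 26.5% of thinned tuft-like cells and 100% of Paneth-like cells, which bears on the Paneth values of other classes.

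Stem-like cells of the libraries (1082 labeled villus, mostly cluster 2, and 766 labeled crypt, mostly cluster 16) had a median log2 ratio of 0.33 for stem markers, whose interval spanned 0 (-0.28 to 0.69). It was also 0.33 over the 13 markers that do not lead either cluster (-0.19 to 0.69). Lgr5 was 1.53-fold higher in cells labeled villus (1.39 to 1.69) and Cd44 0.814 times that in cells labeled crypt (0.724 to 0.914). Wnt targets were higher in 13 of 14 cases (0.54, 0.16 to 1.12), including Axin2 (141 against 112 CPM) and Prom1 (253 against 183 CPM). Proliferation genes were lower, with all 20 S-phase genes (-0.48) and all 15 mitotic genes (-1.09; Mki67 39.7 against 120 CPM), and so were all 24 oxidative phosphorylation genes (-0.51) and 8 of 10 identity factors (-0.63; Hnf4a 90.5 against 159 CPM). The proliferation values may depend on where the stem-like class ends, and only the main clustering was used for them. Stem-like shares ranged from 11.9% to 32.3% labeled villus and from 15.8% to 32.1% labeled crypt over the settings. Unnamed cluster 5 (1152 cells labeled villus) was higher in S-phase genes than other cells of its library (0.27). Mmp7 was 342-fold higher (210 to 598), Clu 108-fold, S100a6 91.1-fold and Ly6a 80.1-fold higher. Fabp1 was 39.1-fold, Fabp2 20.4-fold and the chemokine Ccl25 5.47-fold lower, and Id3 5.69-fold lower. All 5 interferon genes were higher (2.22); MHC class II and Gkn3 on one side and Olfm4 on the other define these clusters and are not compared gene by gene.

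Cycling-like cells (1087 labeled villus, mostly cluster 4; 712 labeled crypt, mostly cluster 10) had close S-phase levels (median log2 ratio -0.01) and lower mitotic genes in 23 of 24 cases (-0.42; -0.48 over the 20 that do not lead either cluster). All 12 Wnt targets were higher in cells labeled villus (0.62, 0.34 to 1.15), as were 12 of 16 stem markers (0.54; Lgr5 2.11-fold, 1.83 to 2.44), 21 of 25 Myc genes (0.28) and all 7 MHC class II genes (1.99, 1.83 to 2.35). All 10 BMP and TGF-beta genes were lower (-0.64), as were all 10 lipid genes (-1.98).

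Smad4 was lower in the library labeled villus in every class with at least 100 cells in both libraries. The CPM ratio, labeled villus over labeled crypt, was 0.235 in stem-like cells (0.206 to 0.267; 29.4 against 125 CPM), 0.196 in cycling-like (0.175 to 0.219), 0.377 in enterocyte-like (0.286 to 0.490), 0.263 in goblet-like (0.193 to 0.359) and 0.387 in tuft-like cells (0.260 to 0.572). Paneth-like and enteroendocrine-like cells stood at 11.8 against 40.5 CPM and 35.1 against 81.9 CPM, on 6 and 14 cells labeled crypt. Ctnnb1 was 1.65-fold higher in tuft-like cells (1.32 to 2.09), 1.15-fold in cycling-like and 1.11-fold in stem-like cells, with a ratio of 0.971 in goblet-like cells (0.833 to 1.14). In enterocyte-like cells its log2 ratio of 0.39 turned to -0.01 with TMM scaling. Its counts do not check the deletion of its exon 3. Both libraries are labeled wild type, so the labels name no difference in these genes.

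**Figure D3:**
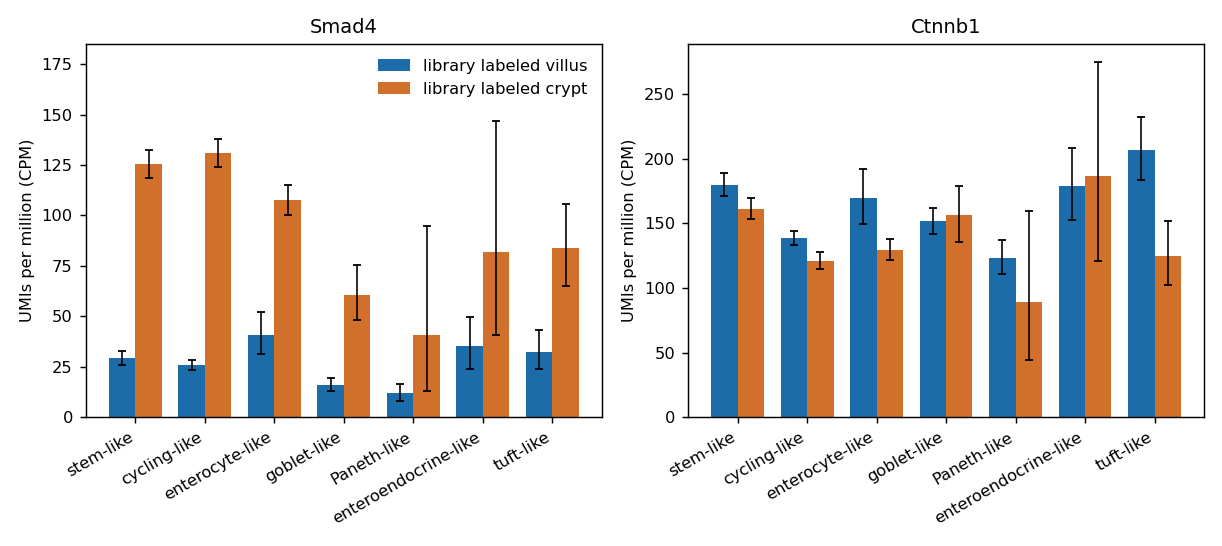
CPM of Smad4 (left) and Ctnnb1 (right) in each cell class of the library labeled villus and the library labeled crypt (bars, 1 library each), with exact 95% Poisson intervals. Smad4 stood at 29.4 against 125 CPM in stem-like cells and 16.0 against 60.7 CPM in goblet-like cells.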

Values the study reported

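The study reported 15 Leiden populations among 10,403 wild-type cells. It designated clusters 5 and 7 as the wild-type stem populations, and gave 1866 cells for cluster 5.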

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

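No test, planned or chosen after the result was seen, was run on the hashtag counts given here. Hashtag counts, which no comparison in the report uses, were present in both libraries. The library labeled villus held 2032454 counts of the TotalSeq-B tag and 36 of the TotalSeq-A tag. The library labeled crypt held 1415857 counts of the TotalSeq-A tag and 0 of the TotalSeq-B tag. The hashtag reference of the series lists the same sequence for both tags, at a different place in the read, so the names tell the tags apart by read layout and not by sequence. The counts stand out as counts above the limit that a count of 0 allows, in data outside the main measurement. The median per barcode was 56 TotalSeq-B counts in the library labeled villus (93 in cells used, 10 in barcodes left out) and 31 TotalSeq-A counts in the library labeled crypt (176 in cells used, 15 in barcodes left out).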

How the results depend on the processing

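The removal of the 6% of cells with the highest doublet scores, the count of goblet-like and Paneth-like cells together, and list medians without the 10 leading genes of a class's clusters were chosen only after the results were seen. Of 201 alternative log2 values, 196 kept the sign of the value reported. The exceptions were Ctnnb1 in enterocyte-like cells, which was -0.0063 with TMM scaling, the iron median of enterocyte-like cells, which was -0.81 without leading genes, the whole-library cycling median, which was -0.01 with the mean of each cell's own CPM, and the Notch median of stem-like cells labeled villus, which was -0.12 with that mean and -0.30 with no minimum CPM. Over all 347 alternative values, 198 of the values that answer a comparison stayed within their interval and 84 left it. Of the values for single genes and other measures, 32 stayed, 32 left it with the same sign and 1 turned. Below, values are for the library labeled villus and then that labeled crypt unless 1 is named, and the cause was not tested except for thinning, which sets the depth itself. With 4000 variable genes, stem-like cells were 32.3% and 22.5%, and in the library labeled villus goblet-like cells were 0.0666%, Paneth-like 10.6% and both together 10.63%. Without the 6% highest doublet scores, stem-like cells were 26.1% and 22.3%, and in the library labeled villus enterocyte-like cells were 0.282%, cycling-like 13.4%, Paneth-like 2.21% and goblet-like with Paneth-like 8.59%. When those high-score cells were taken out of the enterocyte-like cells of the main clustering, medians were 3.24 for cycling markers, 3.09 for Myc genes and 4.199 for Wnt targets. TMM scaling gave whole-library medians of 0.59 for Myc and 1.59 for MHC class II genes. All barcodes gave 0.33 for cycling markers, 0.66 for Myc and -0.51 for oxidative phosphorylation genes. With at least 1000 genes, stem-like cells were 23.3% and 28.7%, cycling-like 30.6% and 20.5%, enterocyte-like cells labeled crypt 17.9% and tuft-like cells labeled villus 2.73%. With at most 10% mitochondrial UMIs, enterocyte-like cells were 0.115% and 14.5%, goblet-like 7.96% and 0.355%, goblet-like with Paneth-like 10.3% and 0.474%, enteroendocrine-like 0% and 0%, Paneth-like cells labeled villus 2.35%, stem-like cells labeled crypt 32.1% and cycling-like cells labeled crypt 17.0%. In the main clustering, 105 and 366 enterocyte-like cells met that limit, and their medians were 2.71 for cycling markers and 3.12 for Myc genes. With at most 40%, stem-like cells were 29.3% and 17.5%, cycling-like 15.5% and 15.04%, enterocyte-like 1.60% and 33.6%, goblet-like 0.116% and 1.92%, Paneth-like 9.48% and 0.505%, and enteroendocrine-like 1.02% and 1.30%. That setting also gave 2.75% tuft-like and 2.43% goblet-like with Paneth-like cells in the library labeled crypt. With doublets kept, the library labeled villus had 11.9% stem-like, 0.280% enterocyte-like, 0.613% goblet-like and 9.04% Paneth-like cells. With each library clustered alone, it had 13.1% cycling-like, 3.57% enterocyte-like, 6.91% goblet-like, 2.68% Paneth-like and 1.07% enteroendocrine-like cells, and that labeled crypt 15.8% stem-like, 22.5% cycling-like, 0.794% Paneth-like, 1.87% enteroendocrine-like and 4.30% goblet-like with Paneth-like cells. At resolution 2, enterocyte-like cells were 0.107% and 25.2%, and stem-like cells labeled villus 15.5%. The mean of each cell's own CPM gave -0.088 for Myc genes in stem-like cells labeled villus and 1.64 for cycling markers in enterocyte-like cells. Without thinning, Lgr5 was found in 43.6% and 12.3% of cells, Gkn3 in 66.0% and 16.6%, and Cd44 in 38.2% and 23.4%, and at 1500 UMIs in 11.04% and 2.99%, 37.0% and 3.63%, and 8.64% and 4.02%. Depth limits the shares of cells with a UMI, and the number of cells limits every value on the 6 Paneth-like and 14 enteroendocrine-like cells labeled crypt. No paired analysis was possible because there is 1 library per group.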

Other observations

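The tests of exchanged labels, the cell filter, captured crypt cells, free Paneth cell RNA, position on the crypt-villus axis, and depth in stem-like and cycling-like cells were chosen only after the results were seen. Some unnamed clusters of the library labeled villus differed in several programs from the other cells of that library, named and unnamed. Cluster 11, led by Tff1, Anxa1 and Clu, was higher than the other cells of its library in all 7 measured regenerative or fetal-like genes, some of which define it (median log2 ratio 2.82), and in all 15 hypoxia and glycolysis genes (0.93). It was lower in all 7 MHC class II genes (-1.32). Cluster 12, led by Vim and Ifitm1, was higher in all 12 BMP and TGF-beta genes (0.52) and in all 15 dissociation stress genes. In the library labeled crypt, cluster 15 was higher in 22 of 24 oxidative phosphorylation genes (0.37) and lower in all 21 S-phase genes (-0.54).

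The libraries also differed in sex-linked genes, which were singled out after their values were seen, apart from Xist. Xist, the RNA that silences an X chromosome in females, stood at 672 against 1.12 CPM in stem-like cells, labeled villus and labeled crypt. Ddx3y, a gene of the Y chromosome, had 0 UMIs in all 7 named classes of the library labeled villus and stood at 31.1 CPM (27.7 to 34.8) in stem-like cells labeled crypt. Sex is confounded with group here. The matrices held 19932 barcodes, of which 11412 cells were used. The study's filter on cells is not given in the sources used here, so its cell count is set against neither.

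Crypt markers were high and enterocyte markers low in the library labeled villus, against both labels. An exchange of the labels would leave few stem-like or cycling-like cells in the library labeled crypt, but these made up 37.9% of it (36.3% to 39.4%), and loss of enterocytes in the cell filter is argued against by a median of -4.89 over all barcodes. Free RNA as the whole source of the Paneth markers is argued against by 223 of 7509 cells with at least 10% Paneth marker UMIs, beside a median of 0.0832%. Whole Paneth-like cells were thus present in that library. Cluster 8, with 247 of its 253 cells labeled villus, held Defa24 at 126189 CPM against 737 CPM in other cells. Crypt cells captured in the library labeled villus may account for the whole pattern, but the test of Defa24 shares cannot tell. The share of cells with a Defa24 UMI, 3.78 times higher in Paneth-like than tuft-like cells, is capped at 100%. A single wrong label, villus cells combined with crypt cells in the library labeled crypt, and the sex or animal stay open and untested.

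Smad4 was low in the library labeled villus. A different mix of named classes alone is argued against by upper bounds of at most 0.572 in goblet-like and tuft-like cells. A mix inside a class stays open, as goblet-like cells labeled villus had more of the Paneth program (median log2 ratio 2.54). Position on the crypt-villus axis cannot be decided from the upper bound of 0.267 in stem-like cells alone. Most of these lay in a different cluster in each library. Fabp1 was 39.1-fold lower in those labeled villus, which free RNA can also give. Across stem-like, cycling-like and enterocyte-like cells, Smad4 stood at 125, 131 and 108 CPM labeled crypt and 29.4, 25.6 and 40.6 CPM labeled villus. The highest upper bound labeled villus (52.2) lay below the lowest lower bound labeled crypt (100). For these classes this argues against axis position as the whole source, although cluster 13 is not established as absorptive. A depth or quality difference that shifts all genes of that abundance was open in goblet-like and tuft-like cells, where Smad4 lay at percentiles 2 and 6 of 200 matched genes, but is argued against in stem-like and cycling-like cells, at percentiles 0 and 0.5. The hypothesis that the library labeled villus may hold cells with Smad4 loss and beta-catenin gain under a wild-type label met its prediction. That prediction was made for low Smad4 already seen, and its goblet-like and tuft-like comparisons were added after seeing the data. Wnt target medians were 1.72 in goblet-like and 1.99 in tuft-like cells. They were 0.54 (0.16 to 1.12) in stem-like and 0.62 (0.34 to 1.15) in cycling-like cells, which the prediction did not cover. Meeting the prediction does not single out this hypothesis. Some Wnt targets are also stem markers. Evenly spread free RNA as the whole source is argued against for Lgr5 in goblet-like and tuft-like cells, but not weighed for the whole list. In tuft-like cells labeled villus, Nkd1 and Cd44 stood above the level of stem-like cells (194 against 45.6 and 144 against 54.5 CPM). Lgr5 and Axin2 did not (82.8 against 106 and 119 against 141 CPM). For the Wnt targets that are not stem markers, axis position stays open (0.98 in stem-like cells, 0.09 to 3.21), and sex, animal and library differences were not tested.

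Mitochondrial UMIs were high in the library labeled crypt. Damaged barcodes with little cytoplasmic RNA may account for this, since barcodes above 20% had a median of 1488 UMIs against 9594.5 in the others, a ratio of 0.155. More mature enterocytes, which are rich in mitochondria, cannot be told apart from that by the enterocyte marker share of other UMIs, 3.23% against 3.10%, a ratio of 1.04 between the bounds set for either outcome. No biological explanation beyond this was tested.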
